# Male fathead minnow transcriptomes and associated chemical analytes in the Milwaukee estuary system

**DOI:** 10.1038/s41597-022-01553-6

**Published:** 2022-08-04

**Authors:** Natàlia Garcia-Reyero, Mark A. Arick, E. Alice Woolard, Mitchell Wilbanks, John E. Mylroie, Kathleen Jensen, Michael Kahl, David Feifarek, Shane Poole, Eric Randolph, Jenna Cavallin, Brett R. Blackwell, Daniel Villeneuve, Gerald T. Ankley, Edward J. Perkins

**Keywords:** Gene expression analysis, Environmental monitoring

## Abstract

Contaminants of Emerging Concern (CECs) can be measured in waters across the United States, including the tributaries of the Great Lakes. The extent to which these contaminants affect gene expression in aquatic wildlife is unclear. This dataset presents the full hepatic transcriptomes of laboratory-reared fathead minnows (*Pimephales promelas*) caged at multiple sites within the Milwaukee Estuary Area of Concern and control sites. Following 4 days of *in situ* exposure, liver tissue was removed from males at each site for RNA extraction and sequencing, yielding a total of 116 samples from which libraries were prepared, pooled, and sequenced. For each exposure site, 179 chemical analytes were also assessed. These data were created with the intention of inviting research on possible transcriptomic changes observed in aquatic species exposed to CECs. Access to both full sequencing reads of animal samples as well as water contaminant data across multiple Great Lakes sites will allow others to explore the health of these ecosystems in support of the aims of the Great Lakes Restoration Initiative.

## Abstract (summary)

**Table:** 

Measurement(s)	transcripts • water chemistry
Technology Type(s)	RNAseq • GC/MS
Factor Type(s)	exposure
Sample Characteristic - Organism	Pimephales promelas
Sample Characteristic - Environment	estuary system
Sample Characteristic - Location	Milwaukee, WI, USA

## Background & Summary

The Great Lakes and their tributaries provide significant economic and environmental value to both the United States and Canada, providing 51 million jobs as well as drinking water for 48 million people^1^. However, the levels of complex mixtures, chemical pollutants, and Contaminants of Emerging Concern (CECs) measured in this aquatic ecosystem^2–5^ raise concern for their possible impacts on wildlife health. One such health impact observed in these water systems is the increased rate of fish tumors and deformities, which have an unknown relationship with detected CECs^6,7^.

The Great Lakes Restoration Initiative (GLRI) is a federal program founded in 2010 and led by the US Environmental Protection Agency (USEPA), developed out of a need to protect and restore the Great Lakes fresh water system^8^. At the time of this data collection, GLRI Action Plan II detailed the necessary focus areas for cooperative working groups to achieve the restoration goals of the Initiative^9^. The Toxic Substances and Areas of Concern focus area identified an “Increase [in] knowledge about contaminants in Great Lakes fish and wildlife” as a key objective. We contributed to this task by providing data needed for the development of an improved method for quickly assessing and predicting biological harm.

The data presented here are intended for evaluating the utility of a new predictive toxicology approach (i.e. quickly examining pathways within animals exposed to CECs). The validation of this prediction tool will allow for improved monitoring of biological harm within all Areas of Concern. If assessment of this data reveals CECs to be a non-concern towards wildlife health this information may then be used in part to delist the studied region as an Areas of Concern^10^.

This study addresses the need for increased knowledge about contaminants in Great Lakes wildlife by capturing chemical pollutant information and the associated transcriptomes of exposed aquatic animals (Fig. 1). Caged fathead minnows (*Pimephales promelas*) were deployed across eight exposure sites around the Milwaukee Estuary system and two control sites in June 2017. Following 4-day exposure, male fathead minnows were collected from sites and had liver tissue removed for RNA sequencing. While male and females were included in the study, here we present data from males only. The initial focus on male analysis was due to the potential for endocrine disrupting compounds with estrogenic activity. At these same sites over the same period of exposure, time integrated water samples were collected and assessed for the presence of over 170 relevant chemical analytes. Choice of chemicals was based on two factors. First, a set of wastewater indicators used as a common baseline set for other GLRI integrated study sites was chosen in order to be able to compare the dataset to other sampling sites and years. Secondly, a set of analytes representing polycyclic aromatic hydrocarbons (PAHs) as a major use class of compounds was added. The complete transcriptomes of 116 male fathead minnows as well as chemistry data for multiple Milwaukee River system sites are presented here.

**Fig. 1:**
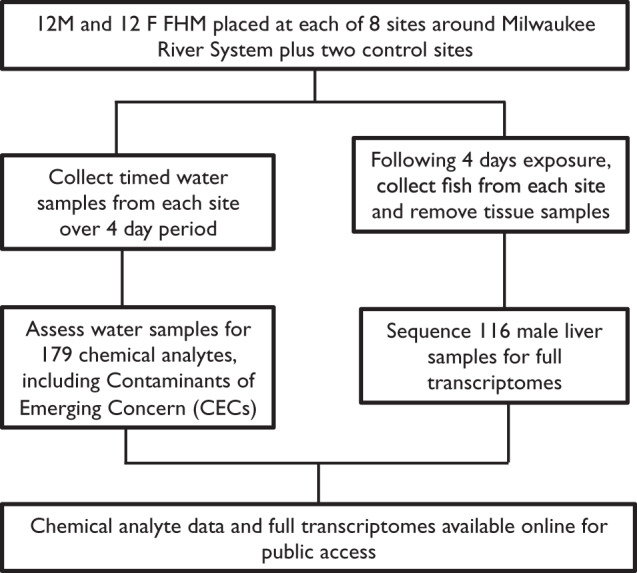
Schematic Overview of the Study Design.

## Methods

### Fathead minnows fish exposures

Fish used in the study were reproductively mature fathead minnows (7–8 months old) from the USEPA Great Lakes Toxicology and Ecology Division (Duluth, MN). All procedures involving animals were reviewed and approved by the Animal Care and Use Committee in accordance with Animal Welfare Act and Interagency Research Animal Committee guidelines. Fathead minnows were shipped on ice, in oxygen-saturated water, overnight to Milwaukee. The study involved four independent shipments of fish, each with its own field control (CON, n = 6 males and 6 females), providing enough animals for deployment at 8 different field sites (n = 12 males and 12 females per site). The CON group fish were held in flow-through conditions using dechlorinated tap water in a controlled laboratory setting at the University of Wisconsin-Milwaukee for the same period that the fish in the field were deployed. An additional set of control fish (n = 12 males and 12 females) were held in flow-through conditions using filtered, UV-treated Lake Superior water for four days at the Great Lakes Toxicology and Ecology Division in Duluth MN (laboratory controls; “GLTED”).

Fish for field deployment were driven to the appropriate field location (still in bags of oxygen saturated water), acclimated to the ambient surface water temperature, then deployed in cages as described by Kahl *et al*.^11^ and following a similar approach to Perkins *et al*.^12^. Fathead minnows were caged at each field location, or in the laboratory, for 4 days at eight different sites in or near Milwaukee, Wisconsin (Online-only Table 1, Fig. 2). The locations were: Menomonee River (MET), Milwaukee River at Milwaukee (MIE), Milwaukee River at Mouth at Milwaukee (MIM), Milwaukee River Walnut St at Milwaukee (MIP), Menomonee River near Germantown (MEF), Underwood Creek at Elm Grove (UCJ), Menomonee River at Wauwatosa (MEC), and Kinnicknnic River at Milwaukee (KKL). Two field deployment buoys were anchored to the bottom sediment at each of the sites. Two cages of fish, each containing 6 male and 6 female adult fathead minnows, were attached to buoys, with cages suspended at a depth of 1–2 m. Field controls and GLTED controls were held in 20 L glass aquaria containing 10 L of water. There were six males and six females per tank and fish were held under flow-through conditions with flow rates of approximately 45 ml per minute to each tank. Laboratory-held fish were fed thawed adult brine shrimp, ad libitum, daily. Field caged fish consumed whatever food was available in the water column, but no additional food was provided.

**Fig. 2:**
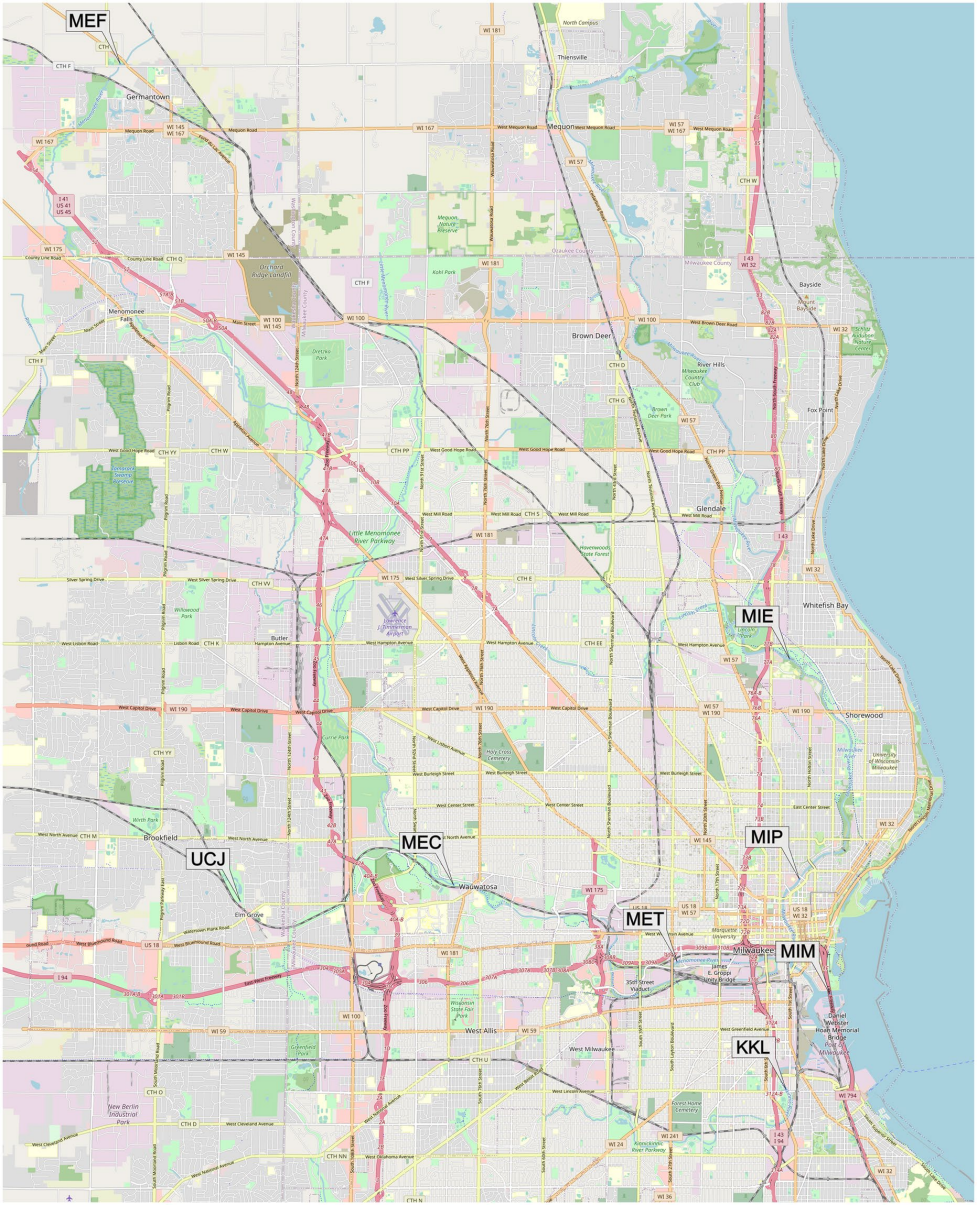
Map of Field Sampling Locations. The site abbreviations correspond to the locations in Online-only Table 1.

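The fish numbers of each caged site fall into 2 runs of consecutive male numbers, and the liver transcriptomes of the 2 runs were compared within each of the 7 sites (80 fish). The labels do not name the cages, so a run of numbers is used only as a technical split and may not be a cage. Of 47061 transcripts tested, 229 passed a joint test of the differences between the 2 runs of all 7 sites at an adjusted p under 0.05 (edgeR quasi-likelihood F-test of 7 contrasts on rounded estimated counts, Benjamini-Hochberg adjustment). This is 0.487% of the transcripts tested. When the fish of each site were shuffled between its 2 runs 59 times, a median of 3 and at most 90 transcripts passed. Tested and adjusted for each site on its own, which can call transcripts that the joint test does not, 399 transcripts differed between the runs of MEF, 46 between those of MIE, 40 between those of MEC, 2 at MET and 1 at MIP. None differed at MIM or UCJ, where 1501 and 3526 transcripts had an unadjusted p under 0.05. The first run of MEF has 5 fish. It holds a library of 13820 reads and fish 502760, with reads on 39055 transcripts, the fewest of the libraries of at least 1000000 reads. The runs were not compared without fish 502760. At UCJ 3 of the 12 libraries held under 1000000 reads. The count over all sites was 674 without the 6 libraries under 1000000 reads, 481 with DESeq2 and 78 with limma-voom.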

Each fish exposed at a site was considered an independent exposure replicate due to the well-mixed and open nature of the rivers. After 4 days of exposure, all fish from the two cages at each site were transferred into buckets containing surface water collected at the respective site, and transported to a laboratory at the University of Wisconsin-Milwaukee (transit time <60 min) for sampling. Fish were individually anesthetized and euthanized with MS-222 (Argent, Redmond, WA, USA), weighed, and evaluated for any external lesions. Liver tissues were collected from each of the 11–12 males per site and stored at −80 °C until extracted and analyzed. Some sites lost one sample due to animal mortality or sample storage error (MEC, MEF, MIE), yielding 11 total samples from these sites. All fish at site KKL were found dead and not processed for RNA sequencing. Plasma and additional tissues were collected from the exposed males and females for use in other analyses reported elsewhere.

### Water chemistry

At each exposure site, as well as control sites, an automated composite water sampler was attached to the buoy cable, with a water intake hose at the fish level^11^. The autosamplers were programmed to collect water aliquots at 10-min intervals for the entirety of the deployment. The final volume of the 4-day water composite was approximately 10 L. Chemicals extracted from these samples were assumed to be well mixed and representative of the surface water over the period of fish exposure, and so were used as an average measurement of chemicals that caged fish were exposed to across 4 days at that site. Water samples were transferred into precleaned amber glass bottles and shipped overnight on ice to the U.S. Geological Survey (USGS) National Water Quality Laboratory (NWQL) for the analysis of 110 pharmaceuticals (NWQL schedule 2440)^13^ and 69 organic waste compounds (NWQL schedule 4433)^14^. Compounds were extracted using continuous liquid-liquid extraction and methylene chloride solvent, then determined by capillary-column gas chromatography/mass spectrometry^15^. Data are evaluated using the quantitative analysis component of the Agilent MassHunter Workstation software. Specific procedures used (including quality assurance/quality control measures), and complete chemical results for similar Great Lakes Areas of Concern studies are further detailed by the USGS^16^. Concentrations reported as an estimated value were characterized as detected for the different analyses. The principal component analysis (PCA) for the chemical data was done using R [v3.4.4]^17^ and visualized with the ggfortify [v0.4.11] package^18^.

### Sample processing and sequencing

Samples had silica beads added to each tube and processed with mixer mill homogenization before total RNA isolation was conducted using the Nucleospin RNA XS kit following manufacturer’s recommendations. Total RNA samples were measured using a NanoDrop^TM^ 2000 spectrophotometer (NanoDrop Technologies, Wilmington, DE). RNA integrity was assessed using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA). Libraries were prepared using 125 ng of total RNA per sample using a TruSeq Stranded mRNA LT Sample Preparation Kit (Illumina, San Diego, CA, USA) as per the manufacturer’s instructions. Briefly, the poly-A containing mRNA molecules were purified using magnetic beads, fragmented, and synthesized into first strand cDNA. Next, second strand cDNA was synthesized, a single ‘A’ nucleotide added to the 3′ ends, the single-index adapters ligated, and DNA fragments were enriched to prepare the final libraries. The size and purity of the libraries were determined on the D1000 ScreenTape on the Agilent TapeStation 2200 (Agilent Technologies, Santa Clara, CA, USA). The quantity of the individual libraries was assessed using the KAPA Library Quantification Kit for Illumina Libraries (Kapa Biosystems, Inc., Wilmington, MA, USA) and confirmed using the dsDNA HS Kit on the Qubit 3.0 Fluorometer (Invitrogen, Carlsbad, CA, USA). The concentrations of the libraries were then normalized, pooled together with eight libraries per pool, and quantified using the dsDNA HS Kit on the Qubit 3.0 Fluorometer, followed by further dilution to 5 nM. The pools were then sequenced on a HiSeq. 4000 system (Illumina) at 1 × 150 cycles single-read using the HiSeq. 3000/4000 SBS kit following the manufacturer’s instructions. The raw read quality assessment images were created using quack [v2.0]^19^ and imagemagick [v6.9.10-68]^20^. The multidimensional scaling analysis used the R package tximport [v1.6.0]^21^ to read the counts data, edgeR [v3.20.9]^22^ to run the multidimensional scaling, and ggplot2 [v3.3.3]^23^ to graph the data.

## Data Records

Raw FASTQ files and processed transcript quantification files from the RNA-sequencing of these 116 samples are deposited in NCBI’s Gene Expression Omnibus database, available through the GEO Series accession number GSE144301^24^. 

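The deposited quantification files hold 1 liver library for each of 116 male fathead minnows. There were 24 field controls (CON), 12 laboratory controls (GLTED), 12 fish each from MET, MIM and UCJ, and 11 fish each from MIE, MIP, MEF and MEC, all after 4 days of exposure. The sample labels and Fig. 4 name 12 fish MED, which is not a name in Online-only Table 1, and they were taken as GLTED because each of the other labels matches another group of that table. Their fish numbers lie next to those of MET, although the table dates GLTED after all caged sites, and the paper's text does not say why. KKL, the other site with the dates of MET, has no liver samples in that table. Every result for GLTED rests on this reading of the label. Each fish counts as 1 replicate. The p-values between groups do not allow for a likeness of fish within a run of fish numbers. Between the runs of the caged sites 229 transcripts differed. Poly-A RNA was sequenced as stranded single reads, and the authors assigned the reads to the 50604 transcripts of their custom reference transcriptome. The program that made these estimates is not given in the sources used here. Each file gives a transcript's length, its TPM and its estimated number of reads, of which 28.1% are not whole numbers. The median library held 24583540 estimated reads.
The median was 26695610 in CON (170974 to 48670417), 19558069 in GLTED (15793237 to 58820422) and 22756346 at MET (6144509 to 42774104). It was 24780234 at MIE (15234683 to 39859779), 28017743 at MIM (253469 to 40519570) and 24415696 at MIP (14903843 to 45111226). The values for MEF were 23528384 (13820 to 79748297), for UCJ 20875860 (15304 to 50355302) and for MEC 23478410 (7065398 to 38313188). In 6 libraries the total was between 13820 and 263331 reads, and the next lowest total was 4796703.
The estimated counts were rounded to whole numbers and scaled by TMM. Transcripts with too few reads were left out by the filterByExpr function of edgeR, which kept 46119. One edgeR quasi-likelihood model with the 9 groups was fitted to all 116 fish, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The choice of control fish, of transcripts or sums per Trinity gene, and the 6 shallow libraries could change the numbers.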

Data for positive value chemical analytes obtained for each of these sites is available as a downloadable spreadsheet on Zenodo at 10.5281/zenodo.3608340^25^.

## Technical Validation

### Animal exposures

Two non-exposed, control groups of fathead minnows were held in 20 L glass aquaria filled to 10 L volume under flow-through conditions during the 4-day exposure period: an indoor laboratory facility at USEPA-Duluth (“GLTED”) and an indoor laboratory facility at UW-Milwaukee (“CON”). The GLTED fish were housed in UV-treated, filtered Lake Superior water and CON fish were housed in dechlorinated tap water in a UW-Milwaukee lab.

### Water chemistry

The field blank used for chemical analytical analysis was HPLC-grade water that was pumped through one of the autosamplers similar to those used for the field sites in Milwaukee. This field blank allowed for the detection of any CECs that may have originated from contaminants from the materials used in the autosamplers, or from transport and handling in the field. The principal component analysis (PCA) for the chemical data can be found in Fig. 3. Interestingly, the MIE site seems to be the furthest from the others, and arguably due to the chemical tris(2-butoxyethyl) phosphate. Water chemistry data are available through the web service “Water Quality Portal” that provides access to several U.S. federal water chemistry databases including the USGS National Water Information System (NWIS). To access this data, visit https:// www.waterqualitydata.us, and initiate a query using the USGS station identification numbers, date ranges in online-only Table 1, and choose “Sample results (physical/chemical metadata)”. Alternatively, use the following link for a dynamic query of the database to download the complete data set: https://www.waterqualitydata.us/data/Result/search?siteid*=USGS-04087000;USGS-04087014;USGS-04087098;USGS-04087099;USGS-04087141;USGS-04087170;USGS-04087171;USGS-040870112;USGS-040870855;USGS-040871607&startDateLo=06-07-2017&startDateHi=06-15-2017&mimeType=tsv&zip=no*. (downloaded on 06/07/22 as figshare File 2^26^).

**Fig. 3:**
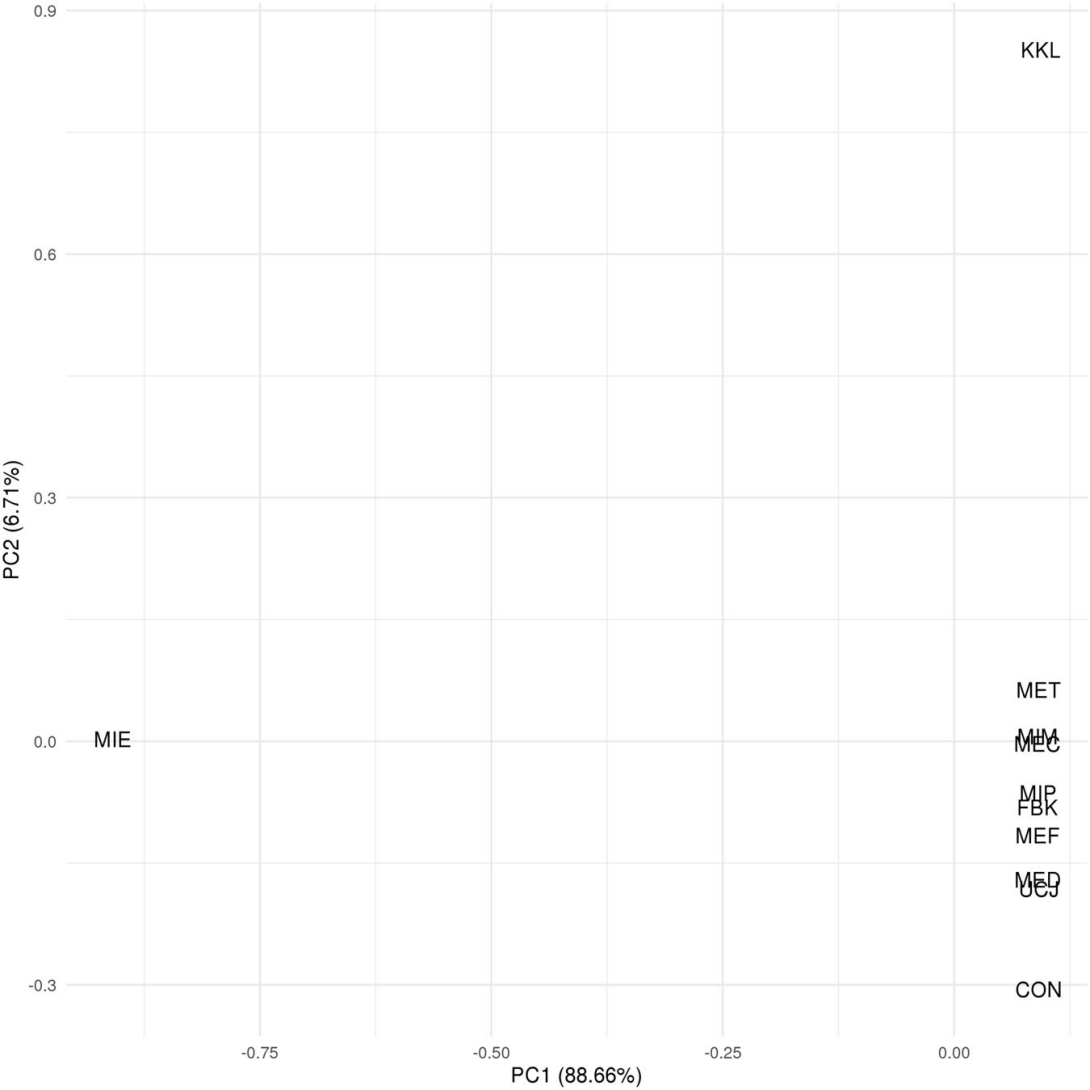
Principal component analysis (PCA) for the chemistry data.

### Transcriptomics

Total RNA samples were measured using a NanoDrop^TM^ 2000 spectrophotometer (NanoDrop Technologies, Wilmington, DE). RNA integrity was assessed using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA). An RNA integrity number >8.0 from the Agilent 2200 TapeStation was used as criteria for acceptable RNA quality. No negative controls nor spike-in controls were used. The custom reference transcriptome used was aligned using NCBI BLAST (version 2.6.0+) against the fathead minnow and zebrafish mRNA sequences in Genbank for annotation purposes. 

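The transcripts in the quantification files carry the names that the Trinity assembler gives to its contigs. There are 50604 transcripts from 38992 Trinity genes, of which 34204 have a single transcript and 1 has 30. Their lengths run from 201 to 11637 bases with a median of 466 bases, and 26699 of them are shorter than 500 bases. Together they span 40841442 bases. In the 110 libraries of at least 1000000 reads, 25342 transcripts had a read in every fish, and each of these libraries had reads on 39055 to 49173 transcripts. Only 13 transcripts had no read in any of the 116 libraries. The files do not pair the Trinity names with genes, and 0 of the names were found among the 64593 genes of the RefSeq table used here. The results are therefore given as numbers of transcripts, and a few transcripts are named by their Trinity names.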

The raw read quality assessment images can be found in figshare File 3^26^. The multidimensional scaling analysis for all samples is shown in Fig. 4.

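Multidimensional scaling placed 6 fish far from the other 110 on dimension 1, at 3.59 to 7.24, while the others lay between -0.87 and 0.68. These 6 fish were the 6 with the shallowest libraries: 3 from UCJ and 1 each from CON, MEF and MIM. On dimension 2, 20 fish lay at 1.36 or above and the other 96 at 0.60 or below. The 20 fish were spread over 8 of the groups, with 5 from CON, 4 each from MIP and MEF, 2 each from GLTED and MIE, 1 each from MET, UCJ and MEC and 0 from MIM. Among the 110 deeper libraries, the side of dimension 2 on which a fish lay was not shown to depend on its group (Fisher's test with permutation, two-sided, p = 0.298). Dimension 1 held 6.40% of the variation and dimension 2 held 3.34%.

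**Figure D1:**
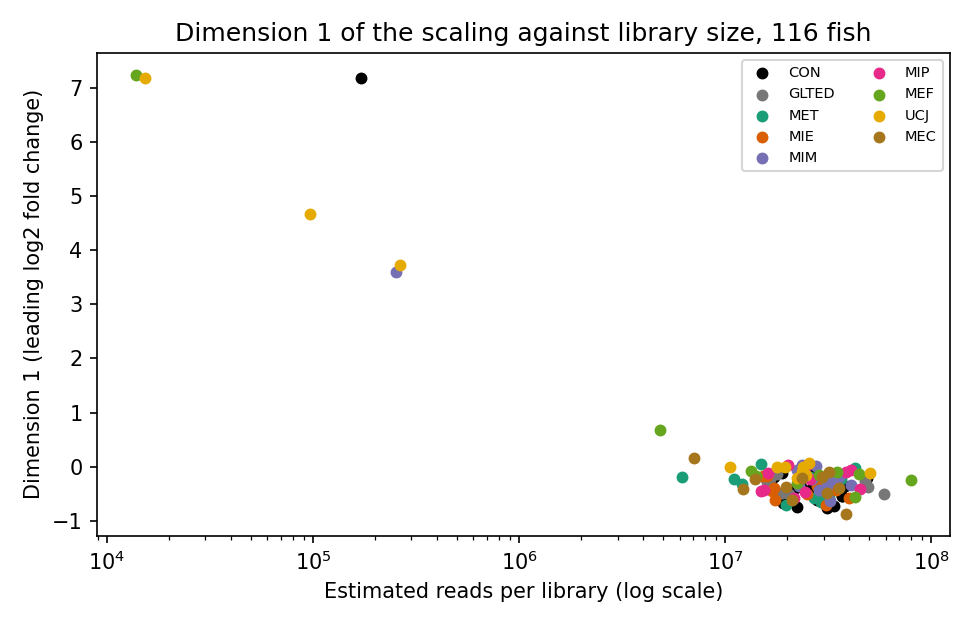
Position of each of the 116 fish on dimension 1 (leading log2 fold change) against the estimated reads of its library on a log scale, coloured by group. The 6 libraries with 263331 reads or fewer lie at 3.59 or above, and all others lie at 0.68 or below.

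**Figure D2:**
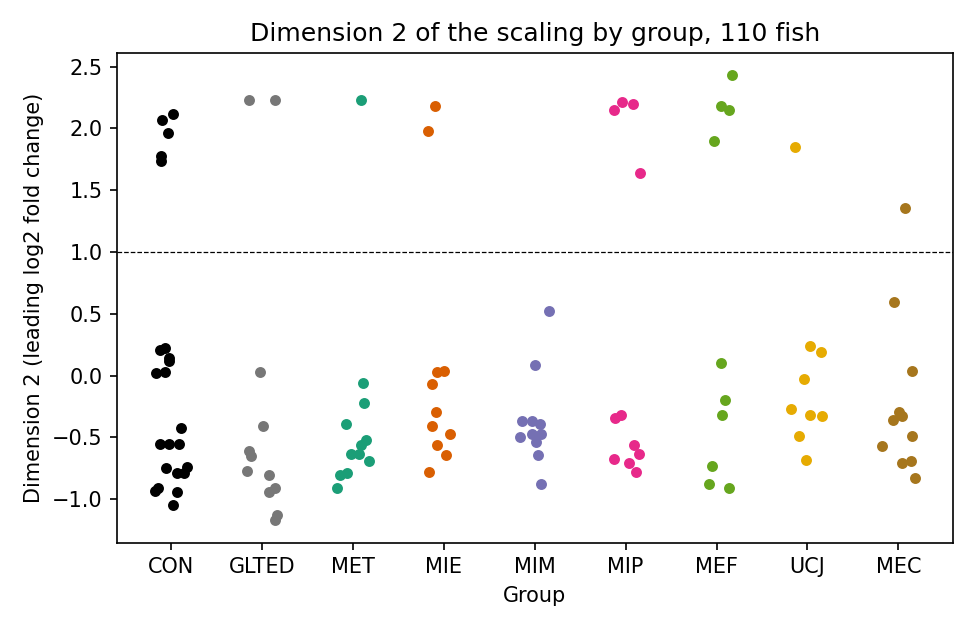
Position of the 110 fish with at least 1000000 reads on dimension 2 (leading log2 fold change), 1 point per fish, by group. The dashed line at 1 parts 20 fish from the other 90.

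Over all tested transcripts, the 9 groups accounted for 11.61% of the variation between fish, where 6.96% would be expected with no difference (permutational analysis of variance on Euclidean distances of log2 CPM with a prior count of 2, p = 0.0039). The 7 caged sites alone accounted for 12.34% of the variation among caged fish (7.59% expected, p = 0.0055). The difference between caged fish and CON took 1.5% (0.97% expected, p = 0.081). It took 2.80% without the 6 shallow libraries (1.03% expected) and 4.91% with the Bray-Curtis distance, each at p = 1e-04, the smallest p these permutations can give. That between CON and GLTED took 3.08% (2.86% expected, p = 0.36), and 4.27% without the 1 shallow CON library (2.94% expected, p = 0.033).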

**Fig. 4:**
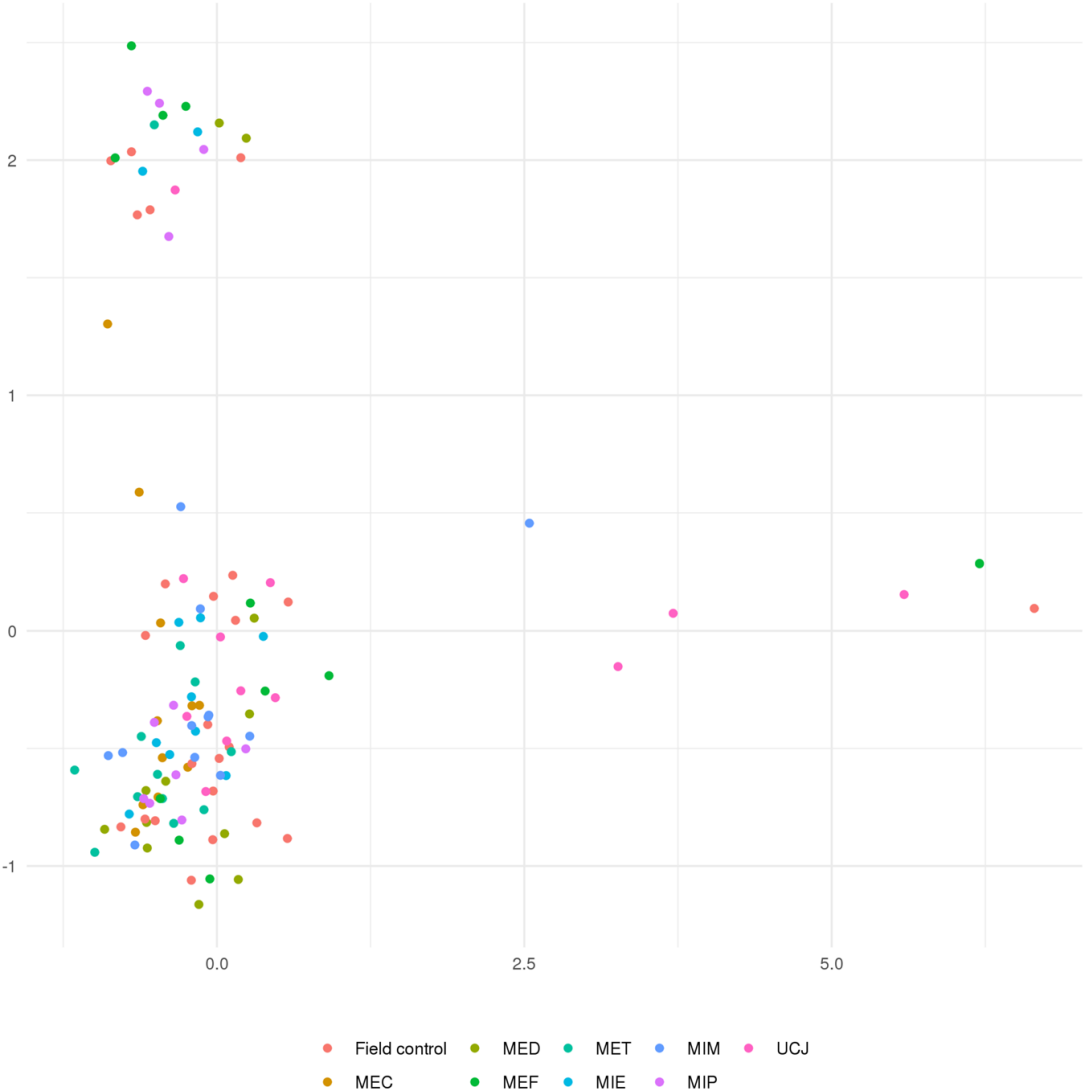
Multidimensional scaling analysis for all transcriptomics samples.

## Usage Notes

These two sets of independent data may be analyzed separately or used to together for exploration of associations between fathead minnow genome changes and water chemistry. Site-specific genomic changes found in samples may be associated with contaminant exposures. For example, to assess tumorigenicity, genes associated with tumor development may be identified and examined within fish transcriptomes for differences between exposure sites and controls. 

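Transcripts changed against the field controls at each of the 7 caged sites. Against all 24 CON fish, those from MEC and MIE had the highest counts. At MEC 3579 transcripts were higher and 3860 lower than in CON, or 16.1% of those tested, and at MIE 3418 were higher and 3644 lower. MIE had more than MEC with limma-voom (7683 against 6314) and with only the 2 groups in the fit (7385 against 6645), and without 1 of its own fish the count fell to as low as 5151 at MEC (fish 502688) and 5469 at MIE (fish 502733). At MEF 3107 were higher and 2452 lower, or 3718 in all without fish 502760, whose library had 34827976 reads on 39055 transcripts and the lowest TMM factor of the 110 deeper libraries (0.578). At MET 2514 were higher and 2149 lower. UCJ had 1559 higher and 2655 lower, MIP 1373 and 1665, and MIM 689 and 1102. The median absolute log2 fold change of the changed transcripts lay between 0.96 at MET and MIE and 1.07 at MIM, about a doubling or halving. These medians hold for called transcripts only, and the threshold favours larger changes. In simulated counts for MIE the test recovered 6% of 1.5-fold and 64% of 2-fold changes. Of the 46119 transcripts tested, 18503 changed at 1 site or more, 31 were higher at all 7 sites and 76 were lower at all 7 sites.

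**Figure D3:**
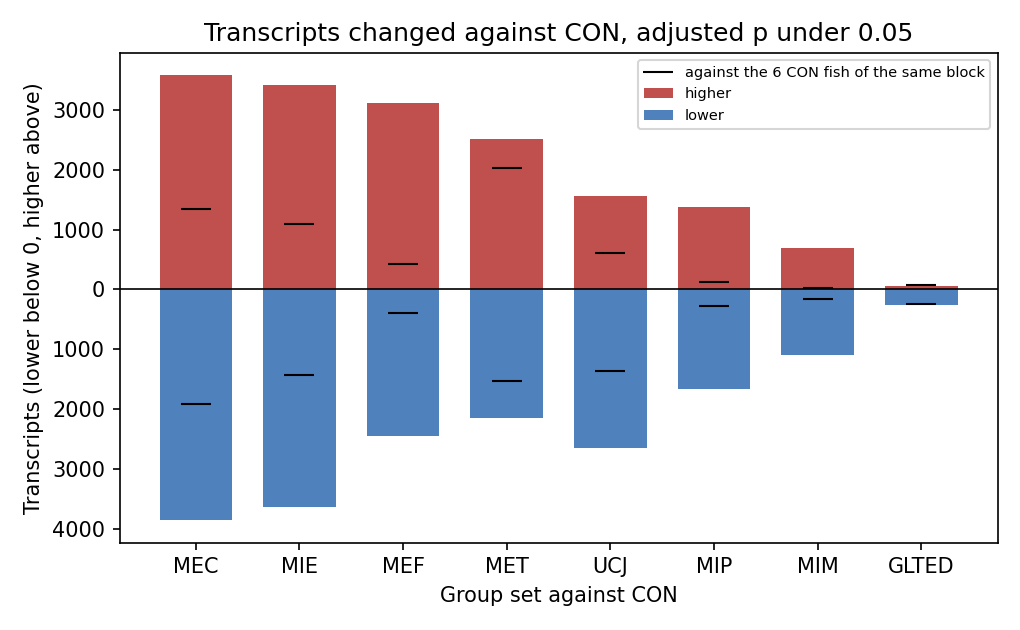
Number of transcripts higher (above 0) and lower (below 0) than in CON for each caged site and for GLTED at an adjusted p under 0.05. The short lines give the numbers against only the 6 CON fish of the same block of fish numbers, which are 3272 in all at MEC and 184 at MIM.

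The counts depended on which control fish were used. Against only the 6 CON fish with neighbouring fish numbers, 3558 transcripts changed at MET, 3272 at MEC, 2519 at MIE, 1973 at UCJ, 826 at MEF, 403 at MIP and 184 at MIM. Fewer controls also make changes harder to call, so these counts do not show the choice of fish alone. Against each block of 6 CON fish in turn, the count ran from 1684 to 3939 at MEC and from 345 to 2620 at MIP. Whether more transcripts were higher or lower changed with the test or the scaling at 6 of the 7 sites. Limma-voom turned the balance at all sites but MET, with 2488 higher and 2997 lower at MEF, 4052 and 3631 at MIE, 3334 and 2980 at MEC, 1752 and 1576 at MIP, 1183 and 1164 at MIM and 2522 and 2078 at UCJ. At MET no test or scaling turned it. It turned there among the transcripts with an absolute log2 fold change of at least 1 (1007 and 1142) and against the 6 CON fish of block 4 (370 and 378). DESeq2 size factors gave 1006 higher and 683 lower at MIM and 3826 and 3302 at MEC, and the DESeq2 test gave 2107 and 1905 at UCJ. Without the 6 shallow libraries, 2107 were higher and 2236 lower at UCJ. The paper proposes that site-specific changes may be associated with contaminant exposures. Its water chemistry was not analysed here.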

If differences are present, follow-up analysis may involve examining chemical analyte composition differences between sites. Fish transcriptomes provided here may also be useful for comparison to other similar studies. Chemistry data alone may be used for predictive risk assessment, and could also be analyzed in conjunction with site-specific information, such as proximity to city center, or biodiversity of immediate area.

Lab control animals were fed thawed adult brine shrimp while field-exposed animals freely fed from the water column. It is uncertain what impact, if any, these differences in diet had on the observed transcriptomic changes. 

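Taking the 7 caged sites together, 3294 transcripts were higher and 5320 were lower in caged fish than in CON, with a median absolute log2 fold change of 0.65. The DESeq2 test gave 3820 higher and 4120 lower, and limma-voom 3590 and 4599. Against GLTED, the second control group, 2665 were higher and 3455 lower, or 2999 and 2460 when scaled by DESeq2 size factors and 3844 and 2095 with the DESeq2 test. Both comparisons called 1224 transcripts higher and 2021 lower, and they disagreed in direction for 11. Independent lists of these sizes would share about 190 higher and 399 lower, and in 59 shuffles of the group labels, where both comparisons again use the same caged fish, lists of the real lengths taken by p-value shared a median of 1147 and at most 2094, against 3245 here. Caged and control fish also differed in food, so the 2 cannot be separated in these comparisons.
Among the changed transcripts with a mean log2 CPM of at least 1, the 2 with the highest and the 2 with the lowest log2 fold change were traced in every group. TRINITY_DN15597_c0_g1_i1 (596 bases) rose in caged fish by a log2 fold change of 3.90 (standard error 0.50, adjusted p = 1.6e-09). Its level was 0.808 ± 0.810 CPM in CON (SD, n = 24), 36.2 ± 54.7 at MIE (n = 11), 28.6 ± 21.5 at MET (n = 12) and 4.62 ± 7.45 at UCJ (n = 12). In GLTED it was at 5.32 ± 6.57 CPM (n = 12, log2 fold change against CON 2.63, adjusted p = 0.0064 from edgeR). The 6 GLTED fish of the first run of numbers had 2.59 to 18.0 CPM and the 6 of the second run 0.352 to 1.07 CPM, within the range of CON (0 to 3.29 CPM). The paper kept 6 males to a tank, and the labels do not name the tanks. At MET the 2 runs also lay apart, at 32.6 to 73.3 and 3.92 to 22.7 CPM. The p-values given for this transcript take the fish of a run as independent. The difference between caged fish and GLTED did not pass the test (log2 fold change 1.27, adjusted p = 0.12 from edgeR).

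**Figure D4:**
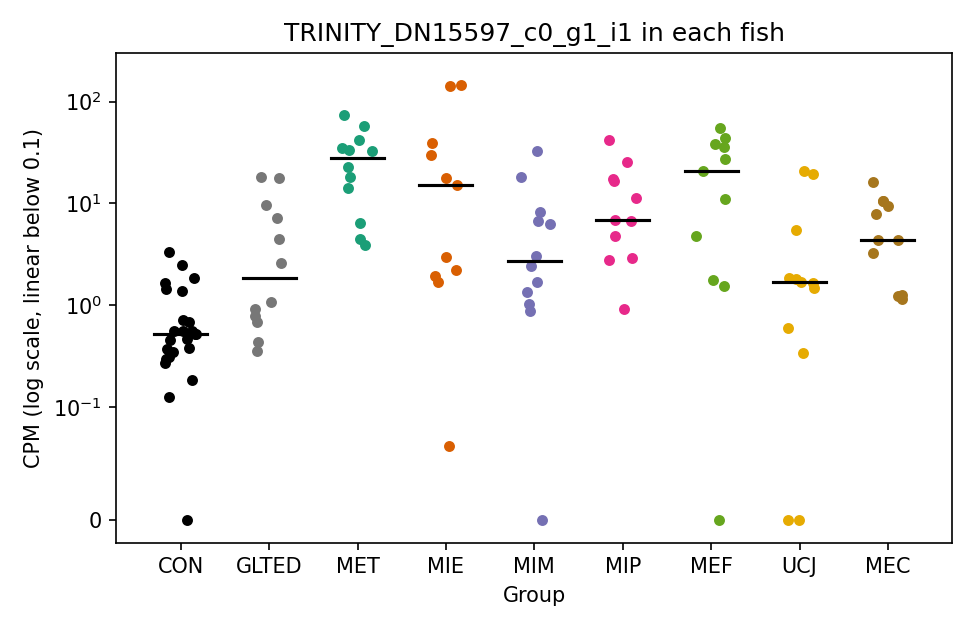
CPM of TRINITY_DN15597_c0_g1_i1 in each of the 116 fish on a log scale (linear below 0.1), by group, with the group median as a line. The median is 0.517 in CON, 1.83 in GLTED, 27.7 at MET and 20.6 at MEF.

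TRINITY_DN13157_c0_g1_i1 (2121 bases) had a log2 fold change of 5.04 (standard error 1.02, adjusted p = 1e-04). A few fish carried it, since at MIM the mean was 54.7 CPM and the median 0.108 CPM (n = 12), near the median of 0.102 CPM in CON, and with counts summed per Trinity gene the log2 fold change was -0.15 (adjusted p = 0.93). At MIP and MEF it did not pass the test (2.62 and 1.55, adjusted p = 0.16 and 0.46 from edgeR). Limma-voom gave 1.36 (adjusted p = 0.41). The lowest, TRINITY_DN13342_c5_g1_i1 (235 bases), had a log2 fold change of -6.45 (standard error 0.59, adjusted p = 1.3e-15). One CON fish had 871 CPM where the CON median was 0.364, and without that fish the log2 fold change was -0.61 (adjusted p = 0.38). With the number block in the model it was -1.56 (adjusted p = 0.019). TRINITY_DN805_c0_g1_i1 (756 bases) had a log2 fold change of -4.40 (standard error 0.66, adjusted p = 1.7e-07), with 24.7 ± 72.8 CPM in CON (SD, n = 24) but a CON median of 0.251, and with limma-voom the log2 fold change was -1.15 (adjusted p = 0.32). It did not pass the test at 3 of the 7 sites, which were MET (mean 24.0 CPM, log2 fold change -0.07, adjusted p = 0.99 from edgeR), MIP (18.9 CPM, -0.42, adjusted p = 0.89) and UCJ (1.95 CPM, -3.37, adjusted p = 0.1). The medians there were 0.179, 0.246 and 0.0166 CPM. At each of these sites 1 fish lay far above the others, at 282, 191 and 22 CPM.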

No differences in fish weight were observed between sites and all fish appeared to have been eating, which suggests equal access to food between the exposure and control groups. A few polycyclic aromatic hydrocarbons (PAHs) were detected at low concentrations in CON water (see figshare File 1^25,26^).

For all sites, chemical analyte data are reported such that a non-detect (ND) is assigned to any chemical value measured at ½ the detection limit. If there is an estimated value measured below detection, ¼ the lowest estimated value is reported. No predictions about the quality of water between field sites and controls were generated at the time of sample collection. This unbiased sampling and presentation of data is thus given without any expectation of site-specific trends. 

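The caged sites differed from one another without any control in the comparison. Of 46119 transcripts, 13939 (30.2%) differed among the 7 sites at an adjusted p under 0.05 (edgeR quasi-likelihood F-test of 6 contrasts). Each site lies in a single block of fish numbers, and sites of different blocks also had different dates of exposure. Site, block and date can thus not be separated in this count. With each site taken relative to the 6 CON fish of its block, which adds the spread of these fish, the number was 7162. The 2 sites of a block can be compared without a difference between blocks, and 4195 transcripts differed between UCJ and MEC, 1770 between MIE and MEF and 311 between MIM and MIP. Of the 8614 transcripts changed in caged fish against CON, 3749 also differed among the sites. There were 10451 transcripts called against CON at exactly 1 site, and for 5770 of them the test among sites passed as well. A further 567 transcripts were higher than CON at one site and lower at another. MIE and MEC had the most opposite calls, with 722 transcripts higher at both, 544 lower at both and 299 changed in opposite directions.
The log2 fold changes of 2 sites against CON were correlated across transcripts, with a median r of 0.462 over the 21 pairs of sites (0.207 for MIE and MEC to 0.575 for MEF with UCJ and with MIM). Transcripts are not independent replicates, and the sites share the CON fish, which alone gave a median r of 0.317 and a highest of 0.459 when the group labels were shuffled. The median covariance was 0.211, against a median of 0.0698 and a highest of 0.119 in the shuffles. When the 2 sites of a pair were set against separate CON fish, the median r was 0.219 and the median covariance 0.126. The sites of a pair shared a median of 1194 calls in the same direction, where independent lists would share 234, and lists of the real lengths taken by p-value in 59 shuffles shared a median of 701 (526 to 1061). With separate controls the median was 546, against 159 for independent lists.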

Complete USGS water quality data are downloadable from USGS National Water Information System (NWIS) 10.5066/F7P55KJN and figshare File 1^26^.

It is worth noting that this dataset has some limitations that should be taken into account. As with most field exposures, finding appropriate controls is always challenging. 

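Few transcripts were called between the 2 control groups. The 12 GLTED fish were taken as 1 group, although their 2 runs of fish numbers did not overlap in TMM factors. These were 0.929 to 1.09 in the first run and 0.758 to 0.846 in the second. A spread within GLTED can lower the number of calls, and its 2 runs were not tested against each other. In GLTED, 50 transcripts were higher and 253 lower than in CON, or 0.657% of those tested, and the median absolute log2 fold change of these was 1.71. The number was 609 with DESeq2, 144 with limma-voom and 82 when only the 2 control groups were in the fit. Without fish 502639 of GLTED it was 199. Of the 303 transcripts, 232 had the same sign in caged fish against CON, and 129 also changed in caged fish against CON in the same direction and 6 in the opposite direction. Independent lists would share 32.8. The same CON fish serve in both comparisons, and lists of the real lengths taken by p-value in 59 shuffles shared a median of 202 (130 to 267), with a median of 284 of 303 of the same sign (242 to 300). Both observed values lie below all 59 shuffles, as does the share of the same sign over all transcripts, at 57.8% against 58.6% or more. The shuffles hold no real change of caged fish, so that the shared CON fish weigh more in their lists than in the real ones. They also ignore the blocks of fish numbers. The lower values thus do not show that GLTED and caged fish differ from CON in unlike ways.
The CON fish also differed among themselves. Their numbers fall into 4 blocks of 6 consecutive males, which were used as a technical split because the labels do not name the shipments. In Online-only Table 1 the caged sites of a block have the same dates, and caged sites of different blocks have different dates. Of 42680 transcripts tested in the 24 CON fish, 231 (0.541%) differed among the 4 blocks (edgeR quasi-likelihood F-test of 3 contrasts). In the model of all fish, 550 transcripts differed between blocks 1 and 4, 171 between blocks 1 and 3 and 10 between blocks 1 and 2. Between blocks 2 and 3, 2 and 4, and 3 and 4 edgeR called 0, with 2358, 4222 and 1560 transcripts at an unadjusted p under 0.05. Block 1 holds the CON library of 170974 reads, and without the shallow libraries the counts for block 1 were 899, 246 and 13. The block used as the control changed the count at a site, which for MET ran from 748 against block 4 to 3558 against block 1, the block nearest to MET in fish numbers.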

Here we report two sets of controls, and their differences with the field-exposed fish should be noted. Caged fish are eating different food than control fish, which could lead to variable exposure to contaminants. Stress levels might be different in caged versus control fish, which could affect physiological responses. As chemistry is targeted and measures a specific set of compounds, other chemical stressors might be missing from our analysis. We believe that this dataset can help inform future field experiments and particularly experimental design and conclusions.

## Data Availability

No custom code was used to generate or process the data presented in this manuscript.

## Online-only Table

**Online-only Table 1:** Site names, abbreviations, geolocation, and date of sampling.

Site	Abbreviation	Latitude	Longitude	Dates	Final No. Male FHM Liver Samples
Menomonee River at 25^th^ St., at Milwaukee, WI	MET	43.032	−87.946	08–12 June 2017	12
Milwaukee at Estabrook, at Milwaukee, WI	MIE	43.101	−87.911	10–14 June 2017	11
Milwaukee River at Mouth at Milwaukee, WI	MIM	43.025	−87.899	11–15 June 2017	12
Milwaukee River Walnut St at Milwaukee, WI	MIP	43.051	−87.908	11–15 June 2017	11
Menomonee River at Freistadt Rd near Germantown, WI	MEF	43.236	−88.119	10–14 June 2017	11
Underwood Creek at Juneau Blvd at Elm Grove, WI	UCJ	43.046	−88.081	09–13 June 2017	12
Menomonee River near Church St at Wauwatosa, WI	MEC	43.050	−88.015	09–13 June 2017	11
Kinnickinnic River at Lincoln Ave at Milwaukee, WI	KKL	43.003	−87.912	08–12 June 2017	0^1^
USEPA GLTED Lab at Duluth, MN	GLTED	N/A	N/A	16–20 June 2017	12
Control at UW-Milwaukee (Field Controls)	CON	N/A	N/A	08–15 June 2017 (FHM exposure); 10–14 June 2017 (water sampled)	24
Milwaukee River at Mouth at Milwaukee, WI (Field Blank)	FB	N/A	N/A	11–15 June 2017	N/A; Water chemistry data only

Eleven to twelve male liver tissues were collected and analyzed from adult male fathead minnows caged at sites within the Milwaukee estuary. 

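The number of liver libraries in the deposited files equals that of Online-only Table 1 for every group, with 80 from caged fish and 36 from controls. Not every library was equally deep. At UCJ 9 of the 12 libraries held at least 1000000 reads, at MEF 10 of 11, at MIM 11 of 12 and in CON 23 of 24, and in the remaining groups all did. A transcript with 0 reads could still be present at up to 217 CPM in the shallowest library, from MEF, and at up to 0.625 CPM in the next library above the 6 shallow ones, taking 3 reads as the limit for counting error only. In the CON library of 170974 reads, 1 transcript of 5397 bases held 93.2% of the reads. That transcript held 4.42% to 20.4% of the reads in the other 5 shallow libraries and at most 1.35% in the 110 deeper ones.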

Twelve samples were taken from control site GLTED, as well as another 24 samples taken from the field control site at UW-Milwaukee. Site FBK was used as a field blank for water chemistry control collection.

^1^No samples were obtained from this site because of mortality.

How the deposited data were processed for this re-analysis (not part of the article)

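Liver RNA of 116 male fathead minnows was measured in 9 groups, which were 2 control groups and 7 caged sites. The authors sequenced stranded poly-A libraries as single reads, assigned the reads to a custom reference transcriptome and deposited 1 table per fish. In these tables the authors give each transcript an estimated count of reads, which is not normalized, and a TPM value, which the authors scaled for transcript length and library total. The program and its settings are not given in the sources used here. The paper states that the transcriptome was annotated by BLAST, and the annotation was not used here, since the deposited files give only Trinity names. None of these names was found in the RefSeq gene table (64593 genes), so that the gene lists and cell type markers chosen before the data were examined could not be tested and no gene symbols are given.

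The estimated counts were rounded to whole numbers. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and vegan 2.7.1. filterByExpr (minimum count 10, minimum total count 15) kept 46119 of 50604 transcripts for the 9 groups. TMM factors were computed, and glmQLFit and glmQLFTest were run on 1 model with a coefficient per group, with Benjamini-Hochberg adjusted p under 0.05. Caged fish against a control group is the mean of the 7 site coefficients minus that of the control. Differences among the 7 sites were tested by an F-test of 6 contrasts. The 4 blocks of CON fish numbers were tested in the CON fish alone (42680 transcripts), and the 2 runs of fish numbers of each site in the caged fish alone (47061 transcripts). Standard errors are the log2 fold change divided by the square root of the F statistic. CPM are relative to the TMM-scaled library total, and log2 CPM use a prior count of 2. The scaling used plotMDS with the 500 largest log2 fold changes of each pair of fish. The share of variation was found with adonis2 and 9999 permutations. As no gene symbols could be paired, the rule set before the data were examined allowed at most 2 transcripts that rose and 2 that fell to be named. They are the 2 highest and 2 lowest log2 fold changes of caged fish against CON with an adjusted p under 0.05 and a mean log2 CPM of at least 1.

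The TMM factors ran from 0.578 to 1.34 in the 110 libraries of at least 1000000 reads and from 0.335 to 4.91 in the 6 shallower ones. No 2 deeper libraries of a group held counts as close as sampling noise would give, as the lowest chi-square per degree of freedom of a pair was 41.95. The test was tried on simulated counts for MIE against CON with the real means, library sizes and dispersions. Of 50 transcripts changed at each fold, it recovered 6% at 1.5-fold, 64% at 2-fold, 90% at 4-fold and 98% at 8-fold, with 18 false calls among 45570 transcripts. With no change simulated it called 6 transcripts for MEC and 0 for GLTED against CON. The counts were drawn from a negative binomial distribution, and transcripts of low mean CPM were left out of the changed ones. With the real counts, shuffled group labels gave up to 832 calls for MEC and 398 for GLTED. The false calls of the simulation therefore need not hold for the real data.

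The alternatives were DESeq2 size factors, no filter on low counts, the DESeq2 test, limma-voom, a robust dispersion, only the 2 compared groups in the fit, library size as a covariate, only the 6 CON fish of the same block of numbers, sums per Trinity gene, counts rebuilt from TPM, and a minimum absolute log2 fold change of 1. For the scaling and the share of variation, other choices of transcripts, filter, distance and prior count (0.5) were tried. Leaving out the 6 shallow libraries, leaving out single fish, and the scaling of sums per Trinity gene were added after the data were seen. The group labels were shuffled 59 times, the number runs within sites 59 times and the CON blocks 99 times. The number of 59 was set to save computing time, after a larger run had been seen. For overlaps of calls, lists as long as the real ones in each direction were taken by p-value from each shuffle, a choice made after the data were seen. The water chemistry was not analysed here. The labels give no shipment or replicate number. The paper names 4 shipments, each with 6 CON males, and blocks of fish numbers were used as a technical split that may not be a shipment. Caged sites of a block share their dates of exposure, and those of different blocks do not. A model with group and block and 59 shuffles of the labels of CON and caged fish within blocks were added after the data were seen. Since every group but CON lies in 1 block, it sets each site against the 6 CON fish of its block.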

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

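The test of leading transcripts in the 6 shallow libraries, the test of library size for the site counts, the shuffles within blocks, the model with the number block, the limit of 1000000 reads and the limit of 2.5 on dimension 1 were chosen after the data were seen.

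Transcripts changed in caged fish against CON, which the paper does not report on, numbered 8614, against 303 between the 2 control groups. The first count rests on 80 caged fish and the second on 12 GLTED fish, so that smaller changes can pass in the first. With an absolute log2 fold change of at least 1 the counts were 1840 and 267. The effects also differed between sites, since 13939 transcripts differed among the 7 caged sites in the F-test. Differences between blocks of fish numbers can enter that count, which was 7162 with the block in the model, a setting that rests on 6 CON fish per site. Shuffling the labels of the 116 fish gave at most 701 transcripts for caged fish against CON (1 of 60 splits as large, the real one included), 1011 for caged fish against GLTED (real 6120, 1 of 60) and 722 among the 7 sites (1 of 60). The highest of the other splits was 832 for MEC, 768 for MIE, 467 for MEF, 458 for MET, 633 for UCJ, 281 for MIP and 355 for MIM, each below the real count (1 of 60). Chance is argued against for these counts where any fish can take any label, which ignores the blocks and the runs of fish numbers. No shuffle of the group labels kept the fish of a run together, so that a likeness of fish within a run was not tested as a reason. For GLTED against CON 2 of 60 splits were as large, a share under 0.05, although 1 other split gave more than the real 303, at 398. In a larger first run of shuffles this share was nearer to 0.05. The 231 transcripts among the CON blocks (highest other of 100 splits 19, 1 as large) and the 229 between number runs (highest other of 60 splits 90, 1 as large) also exceeded every other split.

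When the labels of CON and caged fish were shuffled only within blocks of fish numbers, so that differences between blocks stayed, 1 of 60 splits, the real one itself, reached the real count for MET (highest other 1190), MIE (1374), MIM (299), MIP (80), MEF (3714), MEC (2013), caged fish against CON (763), the 7 sites (6547 against 13939) and the 2 sites of a block (986 against 5728). For UCJ it was 2 of 60, with 5580 in 1 split against the real 4214. The shuffled groups mix the fish of a block, so that real effects of a site enter the other splits as well. Blocks are thus argued against as the whole reason for these counts, and a part of each count, above all of that among the sites, remains open to them.

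More transcripts changed at each caged site than between the 2 control groups when all CON fish were used, but MIM had 184 against the 6 CON fish of its own block (4), below the 371 of GLTED against that block and the 322 of GLTED against its own. Library size is argued against as the whole reason, because 7 of the 7 sites kept a count above that of GLTED against CON with library size as a covariate and also without the 6 shallow libraries. Differences between shipments, as far as blocks of fish numbers show them, remain open for this comparison. Against the 6 CON fish of their own block, 5 of the 7 sites had more changed transcripts than the highest count between 2 blocks of CON fish (550, blocks 1 and 4, of 6 fish each, where a site has 11 or 12), and MIP (403) and MIM (184) had fewer. Without the 6 shallow libraries that highest count was 899, with 4527 at MET, 4214 at MEC, 3420 at MIE, 2070 at UCJ, 1343 at MEF, 672 at MIP and 305 at MIM. With all libraries, block 4 of MIP and MIM gave 0 against blocks 2 and 3 (edgeR, 4222 and 1560 transcripts at an unadjusted p under 0.05). Food, handling and the water of a site were not tested and cannot be separated by this design.

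The 6 fish apart on dimension 1 were those with the shallowest libraries. When a deeper library of the same group was thinned to each of the 6 totals, 5 of the 6 thinned libraries also lay beyond 2.5, and the remaining 1 lay at 2.31, so that low depth is a candidate explanation. The thinned libraries lay nearer to the other fish in each of the 6 cases, for example at 3.30 in place of 7.19 for the CON fish. A leading transcript is open as a further part, since in 3 of the 6 the top transcript held more of the reads than the 9.50% it reached at most in a deeper library. In all 6, the transcript leading in the CON library held 4.42% to 93.2% of the reads, against at most 1.35% in a deeper library. Thinning keeps the shares of transcripts on average, so low depth alone does not give this. No biological explanation was tested for these 6 fish.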

How the results depend on the processing

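Leaving out the 6 shallow libraries, leaving out single fish, the model with the number block, the limits of 2.5 and 1 on the dimensions and the scaling of sums per Trinity gene were chosen after the data were seen. Of the counts of transcripts and of fish apart in the scaling, and of the shares of variation for the 9 groups, the 7 sites and the 2 control groups, 151 values under an alternative stayed within 1.5 times the reported count or on the same side of the threshold, and each that did not is given below. For the fish apart in the scaling only their number was compared, not which fish they were. The direction of 1 named transcript turned. The causes were not tested, apart from what an alternative's own construction sets.

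With an absolute log2 fold change of at least 1, which keeps part of the calls by construction, the counts were 2149 at MET, 3254 at MIE, 994 at MIM, 1575 at MIP, 2835 at MEF, 2122 at UCJ, 3720 at MEC, 1840 in caged fish against CON and 2180 against GLTED. Against the 6 CON fish of the same block, which means fewer controls, they were 2519 at MIE, 184 at MIM, 403 at MIP, 826 at MEF, 1973 at UCJ and 3272 at MEC. With only the 2 groups in the fit the count was 3443 at MEF and 82 for GLTED. Counts rebuilt from TPM gave 1899 at MIP, 198 for GLTED, 44 for the CON blocks and 32 for the number runs. The DESeq2 test gave 609 for GLTED, 1175 for the CON blocks and 481 for the number runs. Limma-voom gave 144 for GLTED and 78 for the number runs, and DESeq2 size factors gave 95 for the number runs. Sums per Trinity gene gave 457 for the CON blocks and 690 for the number runs, and leaving out the 6 shallow libraries gave 674 for the number runs. With the number block in the model 7162 transcripts differed among the 7 sites, while the 8072 in caged fish against CON stayed within 1.5 times. Leaving out 1 fish gave 199 (without GLTED fish 502639) to 360 for GLTED against CON, of which the highest stayed within 1.5 times. The counts at the 7 sites, of caged fish against both controls and among the sites moved by less than 1.5 times when 1 fish was left out, with control fish left out in turn for the first 2 and caged fish for the sites and the test among them.

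In the scaling, 500 transcripts common to all pairs put 0 fish beyond 2.5 on dimension 1, and all transcripts put 0 fish above 1 on dimension 2. The 500 common transcripts put 17 fish above 1 on dimension 2, not all of them the same fish as before. MET fish 502617, at -0.56 on that dimension before, lay at 2.21. MET fish 502625, at 2.23 on dimension 2 before, now lay at 2.15 on dimension 1. CON and GLTED passed the threshold without the shallow library (4.27%, p = 0.033), and caged fish and CON did with the Bray-Curtis distance (4.91%) and without the shallow libraries (2.80%), each at p = 1e-04, the smallest p possible here. The log2 fold change of TRINITY_DN13157_c0_g1_i1 was -0.15 for sums per Trinity gene (adjusted p = 0.93) and 1.36 with limma-voom (adjusted p = 0.41). Limma-voom also ended the call of TRINITY_DN805_c0_g1_i1 (-1.15, adjusted p = 0.32), and leaving out CON fish 502601 that of TRINITY_DN13342_c5_g1_i1 (-0.61, adjusted p = 0.38). The DESeq2 test gave no adjusted p for TRINITY_DN13157_c0_g1_i1 (5.02), TRINITY_DN13342_c5_g1_i1 (-5.75) and TRINITY_DN805_c0_g1_i1 (-4.24), and so did not call them. The log2 fold change of TRINITY_DN15597_c0_g1_i1 stayed between 3.30 and 4.10 over its 12 alternatives. For F-tests a minimum fold change could not be applied. The alternatives for gene lists and cell type markers were not run, because no gene names could be paired. No replicate number pairs the fish of 2 groups, and the block of fish numbers was used in its place. Depth limits what can be seen in the 6 shallow libraries, and in simulated data only 6% of 1.5-fold changes were recovered.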

Differences from the paper's values

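The numbers of libraries match those the paper gives for each group. The text of the paper names MEC, MEF and MIE as the sites that lost a sample, while its table and the deposited files also give 11 libraries for MIP. In Fig. 4, read by eye, about 6 fish stand apart on dimension 1 and about 20 on dimension 2, and the re-analysis had 6 and 20. The farthest fish lies at about 6.6 on dimension 1 of Fig. 4 and at 7.24 here.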

Other observations

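Single transcripts of the kind below had been seen before their tests were set, the results of those tests had not, and the test against the other transcripts of a gene, the shuffled lists of the real lengths, the limit of 1 on dimension 2 and the scaling of sums per Trinity gene were chosen after the data were seen.

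Many transcripts were present in some fish and had no read in others of the same group. In the 110 libraries of at least 1000000 reads, 1275 transcripts had 0 reads in at least 11 fish and at least 5 CPM in at least 11 others. The median number of fish at 0 was 26, and the median level in the fish at 5 CPM or more was 10.6 CPM. For 672 of these transcripts every one of the 9 groups held fish at 0 and fish above 0. The group of a fish is argued against as the reason, because only 0.314% of the 1275 transcripts (4) had fish at 0 spread unevenly over the groups (permutation test, Benjamini-Hochberg adjusted p under 0.05).

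Nearly all of these transcripts, 1239, belong to Trinity genes of 2 or more transcripts. When counts were summed per Trinity gene, only 0.888% of those 1239 still met the rule. A sum is 0 only where every transcript of the gene is 0, so that this drop decides nothing. Over the 110 fish, 45% of the 1239 (557) correlated negatively with the sum of the other transcripts of their gene and 306 positively (Spearman, two-sided permutation test, Benjamini-Hochberg adjusted p under 0.05), with a median rho of -0.137, against 0.233 for 13961 other transcripts of such genes. A candidate explanation is that reads of a gene were assigned to one of its assembled transcripts in some fish and to another in others. It remains open, since the share lies between the 50% or more it needs and the under 10% that would argue against it, limits set before this test was run. The sequences were not used here, so alleles, splice forms and the choices of the assignment program were not told apart. The 20 fish that stood apart on dimension 2 were not tested for a link with these transcripts. Without the 6 shallow libraries they still lay apart from the other 90, at 1.34 or above against 0.59 or below on dimension 1. With sums per Trinity gene (35694 tested), 15 fish lay above 1 on dimension 2, of which 4 were among the 20, and the 20 reached down to -1.39. The number of transcripts changed in caged fish against CON was 8569 for these sums.

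GLTED and caged fish were each set against CON. Over all transcripts tested, their log2 fold changes had the same sign for 57.8%, and shuffles of the group labels, in which CON is shared in the same way, gave a median of 67.2% and a lowest value of 58.6%. The counts of shared calls and of shared signs among the 303 transcripts called in GLTED lay below those of all 59 shuffles too. In the shuffles, which hold no real change of caged fish, the shared CON fish weigh more. The lower values therefore decide nothing about GLTED and caged fish.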
